A study of Rattus norvegicus with 12 samples. Its data were reported in "MicroRNAs contribute to postnatal development of laminar differences and neuronal subtypes in the rat medial entorhinal cortex" (2017).

How the data were processed

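MicroRNA levels were measured with a TaqMan low density card (Rodent card A, 384 wells) after Megaplex reverse transcription and pre-amplification. The card held 375 miRNA assays, 4 wells of U6, a small nuclear RNA, 4 further reference small RNAs (snoRNA135, snoRNA202, U87 and Y1) and 1 plant control. The samples were 5 of stellate cells, labelled by a retrograde dye and sorted, 5 of unlabelled cells sorted from the medial entorhinal cortex (non-stellate), and 2 of dissected medial entorhinal tissue. The pups were injected on postnatal day 2 and sorted on day 4 or 5, and the tissue came from day 23.

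The raw table deposited by the authors gives Ct, a log2 scale in PCR cycles that falls as abundance rises, with no normalization and with 40 in undetermined wells. The normalized table deposited by the authors is also on the log2 scale and equals Ct minus the mean Ct of the 4 U6 wells of the same sample (largest difference 5.3e-15), so that an undetermined well enters as 40 minus that mean. The authors' deposited fold-change table gives the ratio of stellate to non-stellate cells per replicate number for 166 wells. The authors' deposited limma table gives for the same wells a fold change, a p-value, an adjusted p-value and a moderated t score from their limma run. The highest determined Ct was 38.2. The number of wells with a determined Ct and the Ct of the reference assays stand in for depth, since no molecule count exists for such cards. No unit of the per-sample columns was left unused, and the companion card B was not analysed here.

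Groups were taken from the sample titles, sources and fluorescence. A description field names 2 non-stellate samples, 3 and 5, differently, and they were kept in the group given by their other labels. Log2 fold changes are minus the difference in normalized Ct, stellate minus non-stellate. An assay was tested when it was undetermined in at most 3 of the 10 sorted samples, which left 222 assays, of which 176 were determined in all 10. The other 153 miRNA assays, 64 of them undetermined in all 10 sorted samples, the reference wells and the plant control were not tested. The comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted, threshold 0.05) on the 10 sorted samples without a block, because the methods of the study state none. Single values per sample were compared by exact two-sided permutation of 5 against 5, with 252 splits and a smallest possible p of 0.00794. Differences within pairs were compared by exact sign-flip permutation with 32 patterns and a smallest possible p of 0.0625, which cannot reach 0.05. Tissue was compared with the mean of both sorted groups in a limma model of all 12 samples. Agreement between samples is Spearman's rho across assays determined in both, without a p-value, because assays are not independent replicates.

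The labels describe labelled and unlabelled cells from 5 biological replicates, and the authors' deposited fold-change table divides samples of the same number, so the numbers were read as pairs. Deviations from the group means correlated across assays within pairs 1 to 5 at 0.331, 0.119, 0.256, 0.155 and 0.0743, against a mean of -0.0481 for samples of different numbers. With the replicate block, no assay of the 222 passed (0, as without it, with 26 at an unadjusted p under 0.05 against 16), while in the authors' 166 wells the block decided between 7 and 0.

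The named miRNAs followed a rule set before the data were examined: assays past the threshold or, with fewer than 5, the 5 with the smallest p-values, together with miRNAs named in the study's text and the marker lists. The lists were vascular (4 miRNAs), blood and microglia (6), oligodendrocyte (2), choroid plexus and ependyma (8), neuron (5), the study's 7, and the age list of 3 rising and 5 falling miRNAs. The main designs and 59 alternatives were fixed before the data were examined. They changed the block, the samples in the fit, the scaling (global mean, median centring, each reference alone, quantile), the handling of undetermined wells, the assay filter, the variance moderation and the samples left out. The refits of the authors' 166 wells, and the block combined with global mean or median centring, were added after the data had been seen. Median centring and the global mean were taken over the 176 assays determined in all 10 sorted samples.

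The procedure was tested on simulated data with 222 assays, 40 of them changed, in 20 data sets. A log2 change of 4 was recovered in 83.0% of changed assays without the block and in 81.6% with it, and a log2 change of 2 in 33.1% and 6.13%. The simulated errors were independent between samples, with no pair effect and no shared shift. A block can only cost power in such data, so these values do not judge the block in the real pairs. False calls made up 3.77% to 7.55% of calls, and with no change 1 of 20 data sets gave a call. Wells were single apart from U6, so the precision of 1 well is known only from U6, whose 4 wells had a pooled SD of 0.366 cycles. The tissue samples were counted as 2 because the labels give them as biological replicates. Over 230 assays under Ct 30 in both, their differences had an SD of 0.389 cycles, below the 0.518 of a difference between 2 U6 wells over all samples and the 0.507 of the closest sorted replicates, and above the 0.288 from their own U6 wells. No determined well was identical, and 9 assays lay more than 1 cycle apart where U6 noise would give 12.3. Outside these 230, 22 assays were determined in one tissue sample alone, and 4 were under Ct 30 in one and undetermined in the other. Gaps of the latter size exceed the U6 noise, but failed wells were not ruled out. The values therefore do not settle whether the tissue samples are separate, and p-values for tissue rest on the labels in this respect.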

Results

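The study asked which miRNAs mark stellate cells, the layer II neurons that project to the hippocampus, among cells of the developing rat medial entorhinal cortex. MiRNA assays with a determined Ct numbered 249 ± 10.3 in stellate samples (SD, n = 5) and 227.4 ± 17.1 in non-stellate samples (SD, n = 5). The tissue samples had 292 and 302. The stellate samples exceeded the non-stellate samples by 21.6 assays (exact two-sided permutation p = 0.0397). The sign-flip permutation of the pairs in the replicate block gave p = 0.0625, the smallest it allows. Without pair 5 the difference was 13.5 assays (exact permutation p = 0.143).

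Reference small RNAs were read to judge how far the groups differed in amplifiable RNA. Their mean Ct was 23.8 ± 0.394 in stellate samples (SD, n = 5) and 24.4 ± 0.822 in non-stellate samples (SD, n = 5). The difference of -0.58 cycles was within the spread between replicates (exact two-sided permutation p = 0.159), and it was -0.13 without pair 5. The median Ct of the 176 assays determined in all 10 sorted samples differed by -1.21 cycles (exact two-sided permutation p = 0.0317), the alternative that moved this result most. The U6 wells, on which the authors' normalized values rest, averaged Ct 17.7 ± 1.02 in stellate samples (SD, n = 5) and 18.5 ± 1.01 in non-stellate samples (SD, n = 5).

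**Figure D1:**
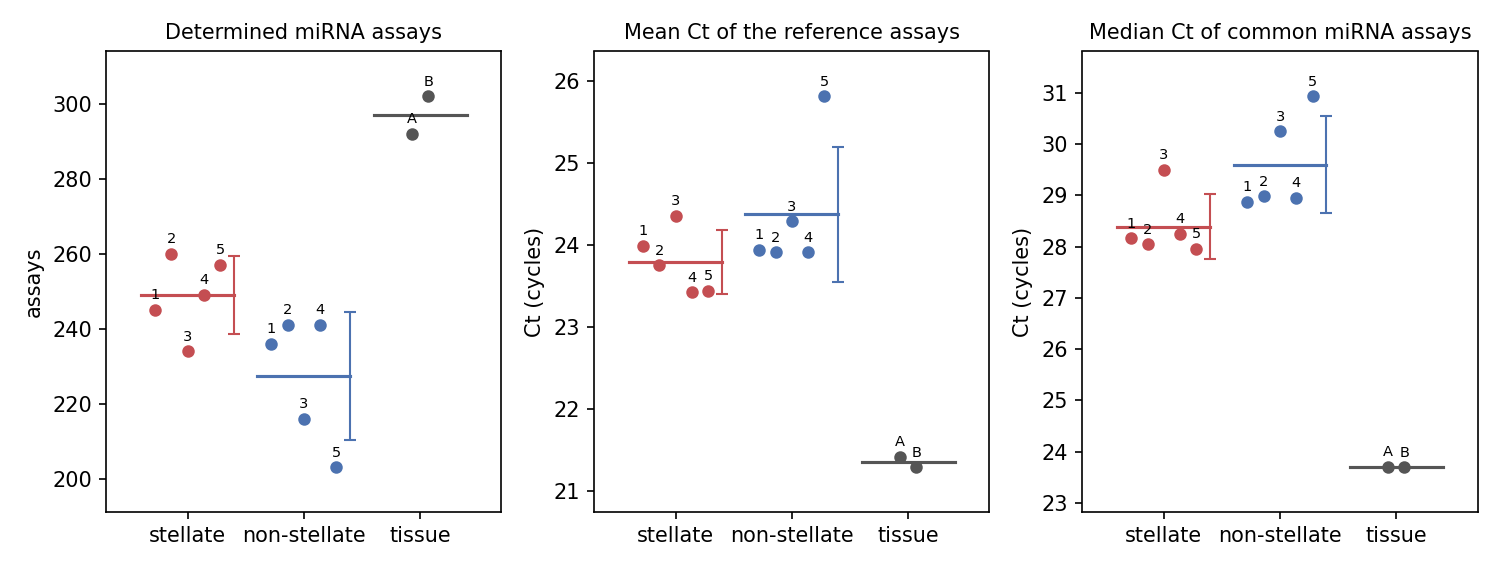
Determined miRNA assays, mean Ct of the reference assays and median Ct of the assays determined in all 10 sorted samples (both in cycles), per sample with the replicate number beside each point; lines are group means and bars are 1 SD for the sorted groups. Non-stellate 5 had 203 determined assays and a mean reference Ct of 25.8.

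The main comparison asked which of 222 tested miRNAs differed between stellate and non-stellate cells. With U6 scaling, 0 passed an adjusted p of 0.05, and 16 had an unadjusted limma p under 0.05, where 11.1 would be reached with no difference. The smallest limma adjusted p was 0.587. The median log2 fold change over all tested miRNAs was 0.46, with 163 higher and 59 lower, so single changes are to be read against that shift. The shift was uneven, with medians of -0.45, 1.27, 1.77, 0.02 and -0.60 in pairs 1 to 5, and it was 0.12 without pair 3, 0.24 without pair 2, 0.20 without non-stellate 3 and 0.28 without stellate 2. After median centring the median was 0.07, the split 117 to 105, and 0 passed with 28 at an unadjusted p under 0.05. The setting that moved the count most, the replicate block with global mean scaling, was chosen after the data had been seen and gave 1 miRNA, miR-449a (limma adjusted p = 0.0455, range over all alternatives 0.0455 to 0.991).

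The smallest limma p-values belonged to miR-544, rno-miR-598-5p, miR-222, miR-150 and miR-322. MiR-544 had a log2 fold change of 3.32 and rno-miR-598-5p of 2.61, and each was undetermined in 3 of 10 samples. In the 2 pairs where both samples were determined, their mean log2 differences were -0.0018 and 0.14. MiR-222 was higher by 1.49 ± 0.56 (SE, 5 pairs of 5), and miR-322 changed by -1.74 ± 0.68 (SE, higher in 0 of 5 pairs). After median centring these changes were 1.10 and -2.14, each with an exact two-sided permutation p of 0.00794, the smallest that 5 against 5 allows, and neither passed adjustment over the 222 assays (limma adjusted p = 0.132, and 0.110 with the replicate block). Both passed with the replicate block and median centring in the 166 wells of the authors' deposited table, a setting chosen after the data had been seen.

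The study singled out miR-143 as a stellate cell miRNA, drawing also on layer II microarrays and in situ hybridization, which are not part of these data. Its U6-scaled Ct was 12.5 ± 1.22 in stellate samples (SD, n = 5) and 15.2 ± 2.69 in non-stellate samples (SD, n = 5). The log2 fold change was 2.69 ± 1.16 (SE), with an exact two-sided permutation p of 0.0397 and a limma adjusted p of 0.587. The exact permutation p was 0.0159 after median centring and 0.00794 with global mean scaling. It was higher in 5 of 5 pairs, with differences from 0.33 to 6.03, and the largest rests on a well at 40 in non-stellate 5. Over the 4 pairs with both wells determined the mean was 1.85. Without non-stellate 5 the log2 fold change was 1.53.

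For the 7 miRNAs the study named as higher in stellate cells, all 7 fold changes were positive and 0 passed over the 222 assays, with 2 at an unadjusted limma p under 0.05. Adjusted over the list alone, 0 of 7 passed, and with the replicate block 5 of 7 did. With global mean scaling the exact permutation p adjusted over the list was 0.0278 for miR-143 and miR-139-3p, each with a well at 40. The study chose this list on these samples, so the adjustment over the list alone is not independent evidence. MiR-449a and miR-150 were determined in all 10 samples and higher in 5 of 5 pairs, with log2 fold changes of 2.52 ± 1.16 and 2.37 ± 0.92 (SE). MiR-375 was higher in 4 of 5 pairs, with a log2 fold change of 2.25 ± 1.12 (SE). The other 3 beside miR-143 each had a well at 40. Their log2 fold changes fell from 3.74 to 1.32 for miR-139-3p, from 2.31 to 0.64 for miR-342-5p and from 2.60 to 1.51 for miR-494 when only pairs with both wells determined were averaged.

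**Figure D2:**
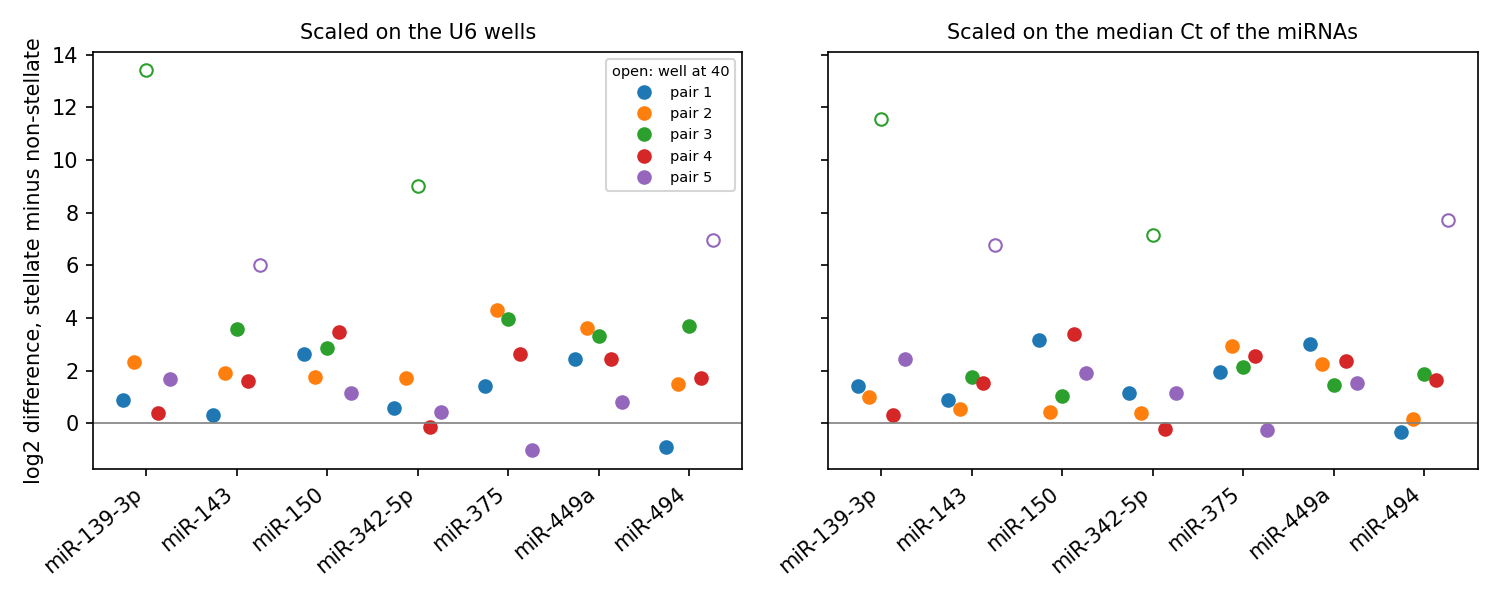
Log2 difference, stellate minus non-stellate, in each same-numbered pair for the 7 miRNAs, scaled on U6 (left) or on the median Ct of the miRNAs (right); open points involve a well at 40. The largest differences of miR-139-3p, miR-143, miR-342-5p and miR-494 are open points, and that of miR-139-3p reaches 13.4 under U6.

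The authors' deposited table lists 166 wells, 158 of them miRNAs, with 7 higher and 0 lower at an adjusted limma p under 0.05. A refit of these wells with the replicate block matched its moderated t to within 5.0e-10 over 162 wells, while the fit without the block differed by up to 2.72. The refit with the block gave 7 miRNAs (smallest limma adjusted p 0.00102), and without it 0, with 14 at an unadjusted p under 0.05. With the block on the 222 assays 0 passed, with 26 at an unadjusted p under 0.05. Of these 222, 64 lay outside the authors' wells, and 26 of those 64 were determined in all 10 sorted samples. The paper states that undetermined and unreliable results were filtered out, but the rule that left 166 wells could not be recovered. The count of 7 therefore also depends on that choice of wells. The authors' deposited table has a median fold change over its wells of 0.737, 2.35, 3.43, 1.01 and 0.615 in replicates 1 to 5.

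**Figure D3:**
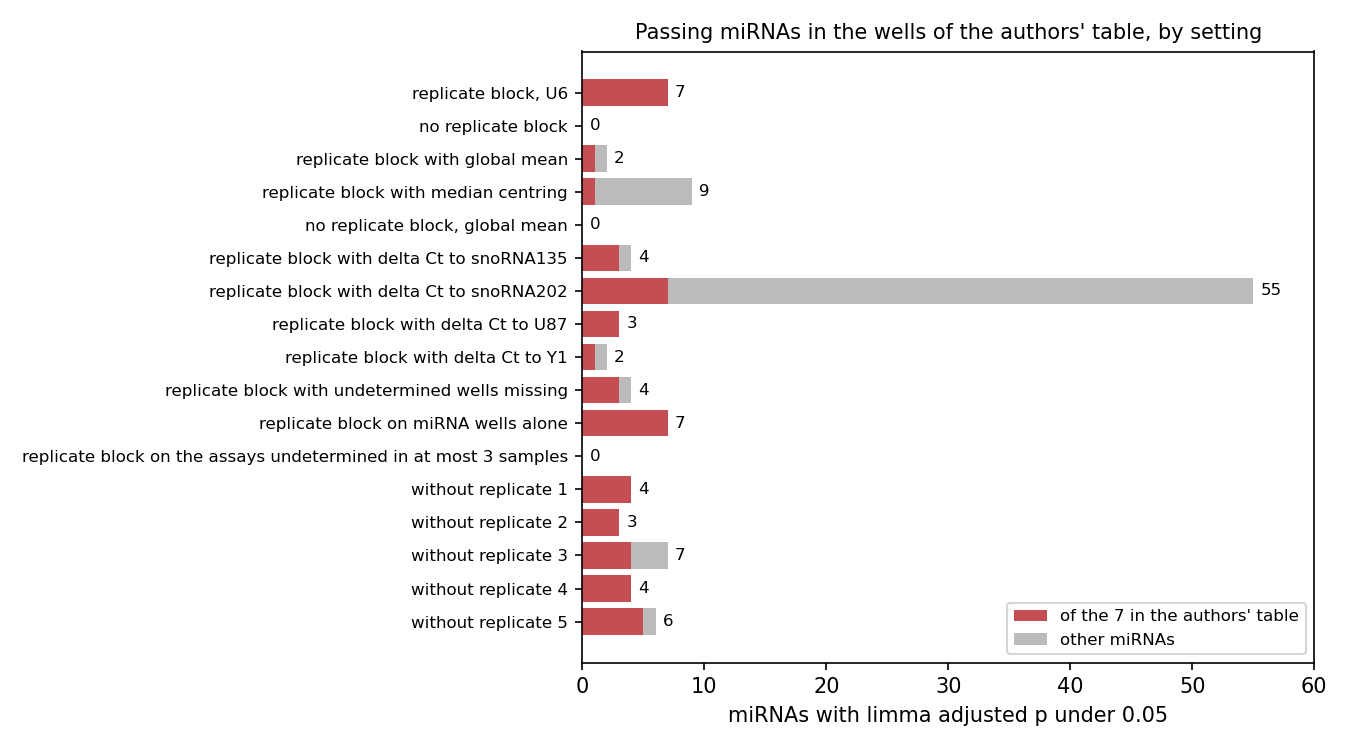
Number of miRNAs with a limma adjusted p under 0.05 in the wells of the authors' deposited table, by setting, split into the 7 of that table and others; settings that leave out a replicate keep the block. The count was 7 with the replicate block and U6, 0 without the block and 9 after median centring, of which 1 was among the 7.

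The tissue samples were from older animals and were not sorted, so age and preparation cannot be separated. They were counted as 2 samples from their labels, although the SD of their differences across assays, 0.389 cycles, was below the 0.518 of a difference between 2 U6 wells. With U6 scaling the median log2 difference of tissue minus sorted cells was 3.02, and 138 miRNAs were higher and 3 lower by limma. After median centring 53 were higher and 56 lower. Of 8 miRNAs the study lists as changing with age, 3 went the listed way and passed with U6 scaling, and 6 did with global mean scaling. MiR-29a, miR-29b and miR-29c were higher in tissue after median centring by 4.77, 6.64 and 6.03 log2 units (limma adjusted p = 5.6e-06, 0.00185 and 0.000406). MiR-29b was undetermined in 3 of the 10 sorted samples. MiR-15b changed by -2.48, miR-298 by -2.53 and miR-20a by -2.29, while miR-301b went against its listed direction by 1.92. MiR-130b changed by -1.08 and did not pass (limma adjusted p = 0.0568). Under U6 scaling miR-15b, miR-298 and miR-20a were instead above 0, at 0.51, 0.45 and 0.70, all below the median shift. MiR-130b (1.91, limma adjusted p = 0.0387) and miR-301b (4.91, limma adjusted p = 6.6e-05) passed under U6 scaling against their listed direction. Spearman's rho across assays had a median of 0.731 between sorted and tissue samples, from 0.598 to 0.796 over 20 pairs. It was 0.992 between the tissue samples, and the median was 0.927 within stellate and 0.914 within non-stellate samples. Between the sorted groups the median was about as high, 0.914 for samples of the same number and 0.910 for others.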

Values the study reported

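The study reported 7 miRNAs higher in labelled stellate cells and 0 lower.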

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

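The tests in this part were chosen after the results were seen, except those of swapped labels in non-stellate 3 and 5 and of the wells at 40. The limit for the miR-155 test was also rewritten after its first value was known.

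Among 46 groups tested, 7 samples lay far from the others of their group, where 2.3 would by chance, and 3 of the 7 were undetermined wells. Non-stellate 5 had a mean reference Ct of 25.8, against at most 24.3 in the other non-stellate samples. Stellate 3 had a median Ct of 29.5 over the common assays, against at most 28.3 in the other stellate samples. The median Ct and the number of undetermined miRNA assays went together over the 10 sorted samples (Pearson r = 0.974, permutation p = 2e-05; Spearman's rho = 0.936, permutation p = 0.00015), and r was 0.889 without non-stellate 3 and 5. Of the relations across samples, 1 was computed. Median Ct and undetermined assays both rise when amplification is late, so their relation cannot tell less amplifiable RNA from another cause. In non-stellate 5 the U6 wells were late too, at Ct 20.2. In non-stellate 3 the median Ct was 30.3, but U6 was at 17.9, within the 17.7 to 18.5 of non-stellate 1, 2 and 4. Less amplifiable RNA in these reactions remains a candidate explanation, and no biological explanation was tested.

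The 4 U6 wells of non-stellate 3 had an SD of 0.817 cycles, against at most 0.287 in the other non-stellate samples. MiR-222 in the same sample had a U6-scaled Ct of 10.3, against 7.86 to 8.51 in the others. The difference of miR-222 in pair 3 was 2.94 with U6 scaling and 1.09 after median centring, so part of the far value may come from the U6 scale of that sample. Relative to the miRNA median, U6 varied with an SD of 0.697 over the sorted samples, less than snoRNA202 (1.44) and Y1 (0.750) and more than snoRNA135 (0.494) and U87 (0.492). U6 is the mean of 4 wells and the others are single wells, so its order beside Y1 is uncertain. The larger SD of snoRNA202 argues against U6 as the most variable reference.

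MiR-139-3p and miR-342-5p in non-stellate 3 (both 22.1 after U6 scaling) and miR-494 in non-stellate 5 (19.8) were wells at 40, so these values are 40 minus U6 and not measurements. In the refit of the authors' wells with such wells missing, 0 of the 4 listed miRNAs with a well at 40 passed, and 3 of the 3 without one did. Those calls may therefore rest on the value 40 given to undetermined wells, though a lower level in these samples would also leave a well undetermined.

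The description field of non-stellate 3 and 5 conflicts with their other labels. If they held labelled cells, the differences in pairs 3 and 5 should be unrelated to those in pairs 1, 2 and 4. Across 175 assays, which are not independent replicates, the profiles correlated (Spearman's rho = 0.514), with 0.496 for pair 3 and 0.367 for pair 5, and this argues against such a swap. MiR-155, left out of that correlation, had Ct 11.3 and 11.7 in these samples, against 32.1 to 35.5 in the other sorted samples. Immune cells rich in miR-155 should raise miR-142-3p and miR-223 too, and the larger of their differences was 0.47 beside a gap of 20.4 cycles, which argues against such cells. The lowest Ct of any other miRNA there was 22.0, and a failed well remains untested.

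A signal outside the comparisons appeared for the untested miR-874 (Ct 14.7 in non-stellate 1) and for the plant control (Ct 34.1 in stellate 2). Both were single wells, and no explanation was tested.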

How the results depend on the processing

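The refits of the authors' 166 wells and the replicate block with global mean or median centring were added after the data had been seen; other alternatives were set before. Over 32 alternatives the count of miRNAs differing between stellate and non-stellate cells stayed 0 under 31, with 4 to 48 at an unadjusted p under 0.05, and was 1 with the replicate block and global mean scaling (49 at an unadjusted p under 0.05), which is also the 1 of the 7 listed miRNAs to pass there, miR-449a. Without stellate 2 the unadjusted count was 4. The replicate block alone changed no other call than those given here. MiR-143 had no value among assays determined in all 10, and kept its direction under the 32 alternatives that gave one (the sign-flip test of the pairs included), from 1.17 to 3.47. Adjusted over the list alone, 6 of the 7 passed with snoRNA202 and 3 of 3 tested among assays determined in all 10. The median log2 fold change of all tested miRNAs ranged from -0.05 with Ct capped at 35 and global mean scaling (109 higher, 113 lower) to 1.25 with snoRNA202 (209 higher, 13 lower).

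In the authors' 166 wells the count of 7 with the replicate block became 0 without it, 0 without it under global mean scaling (27 at an unadjusted p under 0.05), 2 with the block and global mean, 4 with snoRNA135, 55 with snoRNA202, 3 with U87, 2 with Y1, 4 with undetermined wells missing (miR-98 lower) and 0 on the 222 assays. After median centring it was 9, 5 higher and 4 lower, and only 1 of the 7, miR-449a, was among them, while miR-222 and miR-322 passed there. The counts ran from 3 to 7 across the 5 fits that each left out 1 replicate; without replicate 2 it was 3, and the 7 without replicate 3 held 4 of the original 7. The cause was not tested for the reference RNAs.

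The difference of 21.6 determined assays was 26.8 under Ct 32 (exact permutation p = 0.151), and 21.6 with the replicate block (sign-flip p = 0.0625, which cannot fall lower). It ran from 13.5 to 25 without 1 replicate each, where 4 of the 5 p-values were above 0.05. The reference Ct difference became -1.21 with the median Ct of common assays (exact permutation p = 0.0317). Of the age list, 6 in place of 3 passed with global mean scaling, where the tissue calls were 63 higher and 49 lower against 138 and 3. The sorted and tissue agreement fell to 0.675 with Ct under 32 in both. The cause was not tested for these.

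Among 315 settings of 10 named miRNAs, 312 kept direction and side, 1 became significant (miR-449a), and 2 reversed with Ct capped at 35 and global mean scaling: miR-544 to -0.012 and rno-miR-598-5p to -0.81, both with wells at 40 that the cap shortens.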

Other observations

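The tests of chance for the U6-scaled count and the pairs, and of the wells at 40, were set before their results were seen; every other test here was chosen after. The simulation was enlarged from 100 to 1000 data sets after a first run, whose outcome fell on the same side of its limit.

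Of the tested miRNAs, 0 passed in the comparison of stellate with non-stellate cells. That is lower than the value quoted from the study above, but the fits differ. The count here is from 222 assays without a block, while the authors' deposited values match a fit of 166 wells with the replicate block.

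Of 100 splits of the 10 sorted samples, 17 gave at least the 16 miRNAs at an unadjusted p under 0.05 seen with U6 scaling. The largest count, 99, came from a split that follows the U6 scale: its groups had median U6-scaled Ct of 10.8 to 12.3 and of 9.89 to 10.7. After median centring that split gave 11, and the real split gave 28, which 1 of 100 splits (the real one) reached. The other splits mix stellate and non-stellate samples in each group. Among the 16 patterns that keep the pairs apart, only the real one reached 28, while with U6 scaling 3 of the 16 reached 16. A difference between the cell groups spread over many miRNAs may therefore be present after median centring, although 0 passed there with 28 at an unadjusted p under 0.05.

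For the 7 miRNAs passing in the authors' 166 wells, 1 of the 16 sign patterns of the pairs (the real one) gave as many, and the largest count in another pattern was 2. With 16 patterns the smallest share is 0.0625, so chance cannot be told apart here. The prior degrees of freedom, which say how alike limma takes the spread of all wells to be, were 110.1 in this fit and 2.38 after median centring, where 1 of the 7 passed. Sample-wide shifts of U6 may thus lend each well a shared spread. In simulated data with no difference and such shifts, 2.4% of 1000 data sets gave 7 or more passing wells, below the 5% limit, which argues against shifts alone as the whole cause, as far as independent normal errors of single wells describe the card. At least 1 well passed in 50.1% of them, against 4.6% without shifts. The simulated median prior degrees of freedom were 203, and in 51.3% of data sets they were at or above the observed value; of those 513 data sets 0.780% gave 7 or more. With wells at 40 missing, 0 of the 4 listed miRNAs that had one passed.

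Marker lists were compared after median centring, with each list's median log2 fold change. The neuron list was 0.84 higher in stellate cells (5 of 5 pairs, exact two-sided permutation p = 0.00794, the smallest possible, and 0.0317 adjusted over the 4 cell type lists tested). MiR-138 (1.30), miR-128a (0.99), miR-134 (0.84) and miR-124 (0.57) were higher, while miR-9 was -0.80 and lower in 5 of 5 pairs. Of 10000 random lists matched on mean Ct, 0.39% had as high a median, which argues against abundance as the cause. A higher share of neurons in the labelled samples may explain it, though miR-9 goes the other way. The vascular list was at 1.02 (exact permutation p = 0.0397, adjusted 0.0794), blood and microglia at -0.17, and choroid plexus and ependyma at 1.06. Neither listed oligodendrocyte miRNA was tested. MiR-219 was determined in 0 of 5 stellate and 2 of 5 non-stellate samples, and miR-338-3p in 3 of 5 stellate and 0 of 5 non-stellate samples. The tested rno-miR-219-1-3p, which is not on the list, changed by -2.56 (limma adjusted p = 0.343, lower in 4 of 5 pairs). The study's list was at 2.12, a median of 7 mean fold changes of which 4 include a well at 40, while its median within single pairs ran from 0.54 to 1.90; the rising age list was at -0.25 and the falling one at -0.42. MiR-143, miR-150 and miR-449a belong both to the study's list and to a cell type list.

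RNA of other cell types is a candidate source for 3 listed miRNAs. Beside miR-143, the other vascular miRNAs had a median of 0.71 with an SD of 1.54 over pairs, higher in 2 of 5. Among them miR-126-3p rose by 1.34 (5 of 5 pairs), miR-145 by 0.71 and miR-126-5p by 0.45 (2 of 5 pairs each). On this card vascular RNA therefore cannot be told apart from a change in stellate cells. The study's in situ hybridization at day 23 found dense miR-143 signal in stellate neurons, though not only there, and staining in some vessels. Beside miR-150, miR-142-3p and miR-223 had a median of -0.67 with an SD of 0.925 over pairs, higher in 2 of 5 (exact sign-flip p = 0.25), and miR-451 and miR-142-5p were undetermined in all sorted samples. MiR-142-3p (-1.17) and miR-223 (-0.17) were each higher in 1 of 5 pairs, beside a log2 fold change of 1.98 for miR-150. This argues against blood or microglial RNA that raises these miRNAs as much as miR-150. Their spread keeps a smaller rise open. Beside miR-449a, miR-204, the choroid miRNA with the earliest Ct, rose by 0.24 (5 of 5 pairs), while miR-204, miR-34b-3p and miR-34c together had a median of 0.92 (5 of 5 pairs, exact sign-flip p = 0.0625, the smallest possible). The early Ct of miR-204 in both groups would hide a small share of such cells, so choroid or ependymal RNA cannot be told apart either.

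Neighbouring miRNA genes were tested as units in 6 neighbourhoods of the GRCr8 genome, and the smallest exact permutation p adjusted over them was 0.143. Before adjustment the neighbourhood from Mir770 to Mir136 on chromosome 6 was 0.66 higher in 5 of 5 pairs (exact permutation p = 0.0476), and the Mir17 neighbourhood on chromosome 15 was at -0.63. The neighbourhood from Mir363 to Mir106a on chromosome X was also at -0.63 (exact permutation p = 0.175), but with an SD over pairs of 0.193 and higher in 0 of 5. It shares the assays rno-miR-17-3p, miR-19b, miR-17 and miR-92a with the Mir17 neighbourhood. MiR-92a is the median of both, so their equal values are not separate evidence. From Mir770 to Mir136 the SD over pairs was 0.316. The sign-flip p was 0.0625 for each, the smallest possible, so the paired test cannot decide. In the other neighbourhoods the pairs did not all go the same way. The unpaired test does not show that such units differ, and the small spread over pairs in these cases leaves it open.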
